# Differential gene expression mediated by 15-hydroxyeicosatetraenoic acid in LPS-stimulated RAW 264.7 cells

**DOI:** 10.1186/1475-2875-8-195

**Published:** 2009-08-11

**Authors:** Alexandra C Schrimpe, David W Wright

## Abstract

**Background:**

Given the immuno-modulatory activity of native haemozoin (Hz), the effects of constitutive Hz components on immune response are of interest. Recently, gene expression changes mediated by HNE and the synthetic analogue of Hz, beta-haematin (BH), were identified and implicated a significant role for lipid peroxidation products in Hz's activity. The study presented herein examines gene expression changes in response to 15(S)-hydroxyeicosatetraenoic acid (HETE) in a model macrophage cell line.

**Methods:**

LPS-stimulated RAW 264.7 macrophage-like cells were treated with 40 μM 15(S)-HETE for 24 h, and microarray analysis was used to identify global gene expression alterations. Fold changes were calculated relative to LPS-stimulated cells and those genes altered at least 1.8-fold (*p *value ≤ 0.025) were considered to be differentially expressed. Expression levels of a subset of genes were assessed by qRT-PCR and used to confirm the microarray results.

**Results:**

Network analysis revealed that altered genes were primarily associated with "lipid metabolism" and "small molecule biochemistry". While several genes associated with PPAR-gamma receptor-mediated signaling were differentially expressed, a number of genes indicated the activation of secondary signaling cascades. Genes related to cytoadherence (cell-cell and cell-matrix), leukocyte extravasation, and inflammatory response were also differentially regulated by treatment, supporting a potential role for 15(S)-HETE in malaria pathogenesis.

**Conclusion:**

These results add insight and detail to 15-HETE's effects on gene expression in macrophage-like cells. Data indicate that while 15-HETE exerts biological activity and may participate in Hz-mediated immuno-modulation, the gene expression changes are modest relative to those altered by the lipid peroxidation product HNE.

## Background

Although haem is a vital cofactor for a diverse set of proteins involved in respiration, oxygen transport, and drug detoxification, the accumulation of free haem has deleterious effects. Haem is capable of binding to lipid bilayers, catalyzing lipid peroxidation, inhibiting enzymatic activity, and lysing cells and parasites [1,2]. Many organisms utilize the haem oxygenase pathway to degrade free haem. Blood-feeding *Plasmodium *parasites, the source of malaria infection, lack such a pathway. Consequently, haem released during haemoglobin catabolism is sequestered as the insoluble crystalline "malaria pigment" (i.e., haemozoin [Hz]). As most of the haem is occluded within the crystal, the parasite is protected.

Hz is composed of five-coordinate Fe (III) protoporphyrin IX dimers covalently bound by reciprocal iron-carboxylate bonds [3]. The remaining propionate side chains of adjacent dimers form hydrogen bonds, resulting in an extended dimeric network producing the Hz crystal. In its native state, Hz is coated by an array of host- and parasite-derived lipids, proteins, and nucleic acids [4]. Analysis of the lipid component identified peroxidation products including a racemic mixture of 5-, 8-, 9-, 11-, 12-, and 15-hydroxyeicosatetraenoic acids (HETEs) and 9- and 13- hydroxyoctadecadienoic acids (HODEs) [5]. Elevated levels of 4-hydroxynonenal (HNE) were also detected in haemozoin-laden monocytes [6] at the highest reported concentration of any biological system to date [7].

Rupture of parasitized red blood cells (RBCs) releases cellular debris, including residual bodies containing Hz, into the host's vasculature and triggers an innate immune response. The typical response of phagocytic cells to such foreign material includes oxidative burst and rephagocytosis, however, phagocytosis of Hz impairs these innate functions [8-10]. It has been suggested that Hz's immunological activity may not stem from the haem moiety but from nonspecific toxins [11], such as lipid peroxidation products, present on its surface and introduced into the cell during phagocytosis

The cellular response to several lipid peroxidation species associated with Hz is well documented and indicates an involvement in malaria pathophysiology. Recently, two components of native Hz were targeted as potential players involved in macrophage dysfunction [12]. Microarray analysis of the response to HNE and Hz's biologically naïve synthetic analogue, β-haematin (BH), indicated a potential role for HNE in malaria pathogenesis. It seemed probable, given HNE-mediated gene expression changes, that other biologically active lipid peroxidation products generated by Hz, including 15-HETE, may be active in the disease's pathogenesis.

Macrophage-like cells treated with 15-HETE exhibited impaired PMA-activated NADPH oxidase and LPS-stimulated inducible nitric oxide synthase (iNOS) activities, mimicking Hz-mediated monocyte immunomodulation [13]. 15-HETE was also reported to enhance vascular permeability/oedema [14] and RBC adherence to endothelia [15], two hallmarks of malarial infection. The present study examined steady-state gene expression changes induced by 15-HETE in activated RAW 264.7 model macrophage cells in the context of a nonspecific malaria toxin that may be involved in disease pathophysiology.

## Methods

### Cell culture

Murine macrophage-like RAW 264.7 cells (American Type Culture Collection TIB-71, Monassas, VA) were cultured under standard incubation conditions (37°C, 5% CO_2_) and grown in RPMI supplemented with 10% FBS (Atlanta Biologicals, Atlanta, GA) and 1 μg/mL P/S (Cellgro MediaTech, Herndon, VA). Cells were plated at a density of 4 × 10^6 ^cells/well in six well plates and incubated for 24 h prior to treatment.

### Cell treatment and RNA isolation

Cells were washed once with Dulbecco's PBS (DPBS) and treated with 40 μM 15(S)-HETE. Immediately following treatment, LPS was added to all wells at a final concentration of 1 μg/mL. After 24 h, cells were washed three times with DPBS and scraped from the wells. Three biological replicates (composed of six pooled wells each) per sample were prepared. Total RNA was isolated using the Versagene RNA purification and DNase treatment kits, following the manufacturer's recommendations.

### Microarray analysis

Microarray analysis was performed by the Vanderbilt Microarray Shared Resource. Three biological replicates of each treatment were analyzed for quality (Agilent 2100 Bioanalyzer, Agilent Technologies, Palo Alto, CA). One microgram of total RNA (30 ng mRNA) was used to generate first strand cDNA using the NanoAmp RT-IVT labeling kit according to the manufacturer's protocol. Following first strand synthesis, second strand synthesis was completed. The resulting cDNA was then purified using an ABI kit-provided column and the entire reaction was used in an IVT reaction to generate DIG-labeled cRNA. The cRNA was then purified using a kit-provided column and assessed for quality on an Agilent Bioanalyzer. All reactions meeting ABI criteria in terms of quantity and size of target produced were fragmented and then hybridized to an ABI mouse genome survey microarray for 16 h with agitation at 55°C per the manufacturer's protocol. Following the addition of the chemiluminescence reaction substrate, each array was immediately imaged on the 1700 Chemiluminescent Analyzer, and a primary analysis was completed by the AB1700 Expression Array System Software (v 1.1.1). Expression values were quantile normalized and filtered based on S/N (> 3) and flag value (< 5000). GeneSpring GX 7.3.1 software (Agilent Silicon Genetics, Redwood City, CA) was used to determine statistically significant differentially expressed genes. T-tests were performed on probes altered by ≥ 1.8-fold in 2 of 3 samples (0.025 *p *value cut-off, Benjamini-Hochberg multiple testing correction, parametric test, variances not assumed equal) in treated stimulated cells (experimental) relative to stimulated cells (control). Genes were classified according to genes ontology (GO) terms using GeneSpring. In accordance with MIAME procedure, microarray data have been submitted to the NCBI Gene Expression Omnibus and can be found under series number GSE15070. Nomenclature for genes and proteins is as described by the Mouse Genome Informatics (MGI) database guidelines.

### Ingenuity pathway analysis

Ingenuity Pathways Analysis (IPA) was used for gene expression analysis (Ingenuity Systems^®^). A data set containing gene identifiers and corresponding expression values was uploaded into the application, and each identifier was mapped to its corresponding gene object in the Ingenuity knowledge base (IKB). A functional analysis was performed to determine biological functions that were most significant to the genes in the data set. A network analysis was also performed whereby focus genes were overlaid onto a global molecular network developed from information contained in the IKB. Networks of focus genes were then algorithmically generated based on their connectivity. A functional analysis of each network identified the biological functions that were most significant to the genes in the network, and canonical pathway analysis identified the pathways from the IPA library of canonical pathways that were most significant to the data set. Fischer's exact test was used to calculate a *p *value determining the probability that that each biological function assigned to a network or data set, or the association between the genes in the data set and the canonical pathway, are explained by chance alone.

### Real-time reverse transcription polymerase chain reaction

Quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR) was used to validate the expression levels of genes identified as differentially expressed by microarray analysis. Quadruplicate measurements for n = 3 independent biological replicates per sample were performed. cDNA was reverse-transcribed from 0.5 μg of total RNA using random hexamer primers and Superscript II Reverse Transcriptase (Invitrogen). Reactions were purified using Qiagen's PCR Purification Kit following the manufacturer's protocol. Following RT, all assays were performed with Applied Biosystems TaqMan FAM labeled 20× probes: *Arf3 *(Taqman assay Mm00500194_m1), *Cldn11 *(Mm00500915_m1), *Cxcl11 *(Mm00444662_m1), *Mapk14 *(Mm00442497_m1), *Prdx1 *(Mm01621996_s1), *Sdc1 *(Mm00448918_m1), and *Egr1 *(Mm00656724_m1). Ywhaz was chosen as the endogenous control based on results obtained from an Applied Biosystems mouse endogenous control array. cDNA amplification was performed using TaqMan 2× Universal PCR Master Mix (Applied Biosystems), and standard Taqman cycling conditions were used as specified by the manufacturer. Cycling and data collection were performed using the Applied Biosystems 7900 HT instrument, and analysis was performed using SDS software to calculate Ct values for each detector. Ct values were processed based on the comparative Ct method where the relative transcript level of each target gene was calculated according to the equation 2^-ΔCt^, where ΔCt is defined as Ct target gene – Ct *Ywhaz*.

## Results

### Functional analysis of gene expression changes induced by 15(S)-HETE

LPS-stimulated macrophage-like RAW 264.7 cells were treated for 24 h with 40 μM 15(S)-HETE based on the estimate that trophozoites and Hz contained 33–39 μmol 15-HETE/L RBC [5]. 

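RAW cells are a mouse macrophage-like line, LPS is a bacterial endotoxin that activates such cells, and 15-HETE is a hydroxylated product of arachidonic acid. Total RNA was measured 24 h after stimulation on mouse genome survey arrays that give 1 chemiluminescent signal per probe. The files hold 3 biological replicates stimulated with 1 μg/mL LPS alone and 3 treated with 40 μM 15-HETE and the same LPS, and each replicate pooled 6 wells. Serum in the medium is given as 10% in the paper and as 5% in the sample labels. The deposited values are linear intensities of 33012 probes, quantile normalized by the authors, and every sample had a median of 837 and a range of 46.2 to 3047298. The filter on S/N and flag values could not be repeated from these values, so every probe was tested. Intensities were turned to log2, and 15-HETE + LPS was compared with LPS by limma, with Benjamini-Hochberg adjustment over all probes and calls at an adjusted p under 0.05. Log2 fold changes are 15-HETE + LPS minus LPS. The platform annotation gives 1 gene symbol for 14411 probes, several for 247 and none for 18354. Across probes, which are not independent replicates, log2 values correlated at 0.972 to 0.979 (Pearson's r) between LPS replicates, at 0.955 to 0.962 between 15-HETE + LPS replicates and at 0.943 to 0.962 between the groups. The labels and the paper's text do not name which arrays were hybridized together, so a difference between array sets and the treatment cannot be told apart. The number of arrays limits the precision. The test, the gene lists, the rule for named genes and the alternatives were set before the data were examined, except where a choice is said to have been made later.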

Statistically significant (*p *≤ 0.025) changes in gene expression (fold change ≥ 1.8 relative to stimulated cells) were identified by microarray analysis. Given that this study aims to explore potential alterations in gene expression that are incurred by 15-HETE during haemozoin phagocytosis, differentially expressed mRNAs were controlled by comparison with a particulate latex bead challenge and BH treatment under the same conditions. 

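The 12 rises with the lowest p included Eif4g2, a translation factor (log2 fold change 3.28, standard error 0.21, adjusted p = 0.0289 from limma), the dynein light chain Dynll2 (2.72), the splicing factors Cwc22 (2.74) and Srsf1 (2.48), the RNA-binding proteins Hnrnpa3 (2.25) and Pabpc1 (2.39), the 14-3-3 protein Ywhag (2.03), the polyadenylation factor Cstf3 (1.97) and the chaperone clusterin, Clu (2.00). The 12 falls with the lowest p included the transcription factor Pou2f2 (log2 fold change -2.14, standard error 0.17, adjusted p = 0.0289), the formyl peptide receptor Fpr2 (-2.13), the membrane metalloproteinase Mmp14 (-2.03), the chromatin remodelling subunit Smarcc2 (-1.35) and Cpox, an enzyme of haem synthesis (-1.52). These were taken among probes with 1 gene symbol, above-median intensity and no overlap between the groups. In all, 168 probes were higher and 146 were lower, naming 116 and 53 genes. At the thresholds of the methods, 1.8-fold in 2 of 3 samples and an adjusted p of at most 0.025, limma called 0 probes higher and 0 lower, and at an unadjusted p under 0.05 2845 were higher and 3635 lower. The methods' t-test called 0 when adjusted over all probes, and 50 higher and 38 lower when adjusted over the probes past the fold rule. The latter is nearer to the wording of the methods, which tested probes past that rule. With the prior variance of limma following intensity (the intensity trend), 542 were higher and 609 lower at the same thresholds, all 24 of these rises and falls among them. Leaving out any 1 of the 6 samples left 0 calls on the whole array without the intensity trend, so calls lost in this way tell nothing of single genes, and with it 222 to 715 higher and 208 to 540 lower, with rises the more in 5 of the 6 fits. Treated and untreated samples did not overlap for 30% of probes, where chance gives 10%.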

Figure 1 illustrates that 15-HETE had a much greater effect on induction of gene expression than repression (293 transcripts versus 100 transcripts, respectively), but overall was very modest compared to either latex bead or BH treatment.

**Figure 1:**
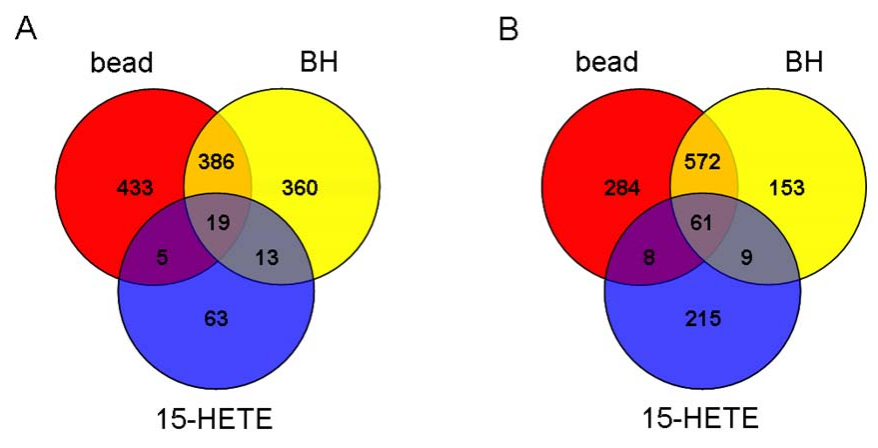
**Comparison of differentially expressed genes mediated by 15-HETE, beta-haematin, and latex beads**. Venn diagrams show the intersection of genes that were transcriptionally altered by 40 μM 15-HETE with those altered by latex bead treatment and serum-opsonized beta haematin (BH) (0.1 mg/mL). Numbers represent statistically significant (*p *≤ 0.025) transcripts up- or down-regulated ≥ 1.8-fold in 2 of 3 samples, relative to LPS-stimulated untreated cells at 24 h. (A) Decreased and (B) increased expression are shown separately.

Ingenuity Pathway Analysis (IPA) software was used to examine biological relationships associated with 15-HETE-mediated expression changes. Identifiers and relative levels of altered genes comprising the data set were imported and mapped by IPA for comparison to molecules within the Ingenuity knowledge base (IKB). Two types of IPA analyses were performed. First, a network analysis was employed to reveal direct and indirect relationships that exist between specific genes in the data set. This analysis resulted in the generation of a network map which illustrates direct and indirect connections between focus genes. Second, a functional analysis was performed to identify the biological processes that are most relevant to the entire set of differentially expressed genes. This analysis resulted in a list of significant biological functions associated with the data set as a whole. Functional analyses were also used to find biological processes associated with individual networks. Focus genes, imported genes that are eligible for generating interaction networks based on incorporation in IKB, were used to identify relationships based on known interactions in the literature. Each network is associated with a score indicating the likelihood that the focus genes occur in the network by random chance. Networks scoring 10 or higher (score is defined as -log (*p *value)) are considered significant.

Among the transcripts modulated by 15-HETE treatment, 263 were eligible for network analysis based on IPA criteria, mapping to 11 relevant interaction networks. The most significant network (Figure 2a) had a score of 51 and associated 27 focus genes. 

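Zfp36l1, which promotes decay of AU-rich mRNAs, and Rnf4, a ubiquitin ligase that acts on SUMO-modified proteins, rose after 15-HETE. Zfp36l1 had a log2 fold change of 2.35 (standard error 0.29, adjusted p = 0.0395 from limma), and Rnf4 of 1.32 (standard error 0.19, adjusted p = 0.0485). Med1, a Mediator subunit that binds nuclear receptors, had a log2 fold change of 0.92 (adjusted p = 0.0894) and Bclaf1, a regulator of transcription and apoptosis, of -0.91 (adjusted p = 0.0636), and neither passed. With the intensity trend the adjusted p was 0.0335 for Med1 and 0.00170 for Bclaf1. No probe was matched to Noc2l, which was not analysed here. With any 1 of the 6 samples left out, when limma called 0 probes of the array, Zfp36l1 ran from 2.15 to 2.53 and Rnf4 from 1.25 to 1.42.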

Several transcriptional regulators were among the products encoded by these genes (*Bclaf1*, *Med1*, *Noc2l*, *Rnf4*, and *Zfp36l1*). This network also contained *Il1b*, *Cyp3a4*, *Gnas*, and *Adfp*. 

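Of the 27 genes of this network 22 were measured, and 13 were higher and 0 lower after 15-HETE. The largest rises among them were those of Ivns1abp (2.71 on the log2 scale), Rrm1, a subunit of the ribonucleotide reductase that makes deoxynucleotides (2.48), and the histone acetyltransferase Kat7 (2.42). Hspa4, a heat shock protein, had a log2 fold change of 1.80 (standard error 0.18, adjusted p = 0.0330 from limma) and the stress-induced mTOR inhibitor Ddit4 of 1.22 (adjusted p = 0.0498). The kinase Cdk9 (1.06) and the mitochondrial inner membrane protein Immt (-0.39) were among the 9 that did not pass. Gnas, the stimulatory G protein subunit, had 0.88 at the probe that Table 2 gives (adjusted p = 0.0889), and 0.47 and -0.09 at its other probes. Adjusted over the list alone 19 were higher and 2 lower, and with the intensity trend 19 and 1. The study chose these genes on the same samples, so the count is not independent evidence of direction. With 1 sample left out limma called 0 probes of the array, and the log2 fold change of Hspa4 ran from 1.72 to 1.91 and that of Rrm1 from 2.32 to 2.62.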

A functional analysis performed on this particular network indicated that the differentially expressed genes were associated with "lipid metabolism" and "small molecule biochemistry" (p = 1.27 × 10^-4^).

**Figure 2:**
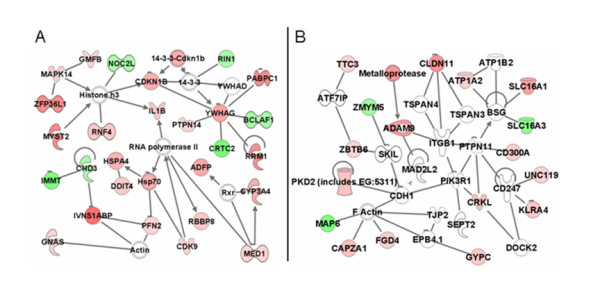
**Ingenuity Pathway network analysis**. Transcripts altered ≥ 1.8-fold (*p *≤ 0.025) in 15-HETE-treated RAW 264.7 cells (i.e., focus genes) were overlaid onto a global molecular network developed from information contained in the Ingenuity knowledge base (IKB). Networks of these focus genes were algorithmically generated based on their connectivity. Networks show direct interactions between focus genes altered by 15-HETE treatment and associated molecules within the IKB. Genes or gene products are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). White nodes represent IKB molecules that are associated with focus genes. All edges are supported by at least one reference stored in the IKB. The intensity of node color indicates the degree of up- (red) or down- (green) regulation. Networks reflect (A) lipid metabolism and small molecule biochemistry and (B) molecular transport and cellular movement.

Figure 2b shows the second most significant interaction network identified by IPA network analysis. Eighteen focus genes were incorporated into the network with a score of 29. Functional analysis of the network revealed that the genes were involved in "molecular transport" (p = 9.42 × 10^-7^) and "cellular movement" (p = 9.77 × 10^-6^). This network is enriched with focus genes encoding molecules associated with the plasma membrane such as *Pkd2*, *Cd300a*, *Cldn11*, *Gypc*, *Klra4*, peptidase *Adam9 *and transporters *Atp1a2*, *Slc16a1*, and *Slc16a3*. 

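Slc16a1 and Slc16a3, the monocarboxylate transporters MCT1 and MCT4 that carry lactate, moved in opposite directions. Slc16a1 had an intensity of 2323 ± 473 (SD, n = 3) in LPS-stimulated cells and 9819 ± 146 (SD, n = 3) after 15-HETE. This is a log2 fold change of 2.10 (standard error 0.21, adjusted p = 0.0327 from limma). Slc16a3 had 86933 ± 7913 and 36212 ± 1214, and fell with a log2 fold change of -1.26 (standard error 0.17, adjusted p = 0.0474). Adam9 (2.27, adjusted p = 0.0429) and the inhibitory receptor Cd300a (1.17, adjusted p = 0.0493) rose, and Map6, a microtubule-stabilizing protein, fell (-1.45). Klra4, a receptor of natural killer cells, had 1.30 (adjusted p = 0.0677) at the probe that Table 2 gives for Klra18, and did not pass. Of the 18 focus genes 16 were measured, 5 were higher and 2 lower. The list was chosen by the study on these samples and is not independent evidence of direction. Adjusted over the list alone 11 were higher and 2 lower, and with the intensity trend 10 and 2. Slc16a1 ran from 1.95 to 2.24 and Slc16a3 from -1.33 to -1.20 with 1 sample left out, when limma called 0 probes at all. The actin-capping gene Capza1 differed between its probes, at -0.30 and 1.55. Pkd2 and Gypc were not analysed here.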

Consistent with these genes, the network predicted interactions with several other plasma membrane molecules (*Tjp2*, *Bsg*, *Cdh1*, *Tspan3*, *Tspan4*, *Cd247*, *Itgb1*, and *Atp1b2*) that were not present in the data file.

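Of these 8 molecules 6 had a probe, and limma called 0 of them at an adjusted p under 0.05, against 3 at an unadjusted p under 0.05. The t-test of the methods, adjusted over all probes, called 0 on the whole array and so says nothing of these genes. The tetraspanin Tspan3 had a log2 fold change of -0.80, standard error 0.23, adjusted p = 0.133. Bsg, which escorts monocarboxylate transporters to the membrane, had -0.58, standard error 0.18, adjusted p = 0.159, and E-cadherin, Cdh1, had 0.61, standard error 0.21, adjusted p = 0.182. The integrin subunit Itgb1 (-0.14), the sodium pump subunit Atp1b2 (-0.20) and Tspan4 (0.13) lay nearer to 0. With the intensity trend 0 were higher and 2 lower, Tspan3 (adjusted p = 0.0185) and Bsg (adjusted p = 0.0351), and adjusted over the list alone 1 was higher and 2 were lower. Cd247 was not analysed here.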

### Molecular and cellular functions controlled by 15(S)-HETE

It is thought that Hz impairs cellular function through the generation and introduction of toxic species such as lipid peroxidation products into cells. Previously, the ability of HNE to stimulate a transcriptional response was examined in macrophage-like cells [12]. It was observed that HNE significantly impacted a wide range of steady-state responses (e.g., macrophage activation, immune and inflammatory responses, NF-κB signal transduction, ECM degradation, and dyserythropoiesis). Comparison of the number of gene expression changes influenced by 15-HETE and HNE indicates that 15-HETE modulates a number of mRNA targets but is a much less potent agent than HNE (Figure 3).

**Figure 3:**
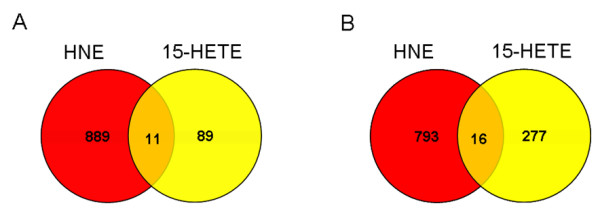
**Comparison of differentially expressed genes mediated by 15-HETE and HNE**. Data sets for each treatment group (15-HETE or HNE) were generated from statistically significant (*p *≤ 0.025) transcripts up- or down-regulated ≥ 1.8-fold in 2 of 3 samples relative to untreated LPS-stimulated cells. Venn diagrams show intersections of the resulting 15-HETE and HNE data subsets. (A) Decreased and (B) increased expression are shown separately.

IPA was also used to perform a functional analysis on genes within the entire data set. Comparison of the biological functions modulated by 15-HETE (Table 1) and HNE [12] revealed that 15-HETE affected a considerably smaller group of transcripts than HNE but mediated a comparable response in terms of the number of molecular and cellular functions and the specific categories affected. Both lipid peroxidation products altered "Cell Cycle", "Cell Morphology", "Cellular Assembly and Organization", "Cell Death", "Cellular Development", "Cell Growth and Proliferation", "Gene Expression", and "Small Molecule Biochemistry". 15-HETE affected several unique categories including "Carbohydrate Metabolism", "Drug Metabolism", "Lipid Metabolism", "Molecular Transport", "RNA Damage and Repair", and "RNA Post-Translational Modification".

**Table 1:** Functional Analysis of 15-S-HETE Data Set^*a*^

Biological Function	*p *value
carbohydrate metabolism	6.42 ×10^-6^
cell cycle	1.28 × 10^-4^
cell death	1.93 × 10^-5^
cell morphology	2.53 × 10^-4^
cellular assembly and organization	5.30 × 10^-4^
cellular compromise	4.52 × 10^-4^
cellular development	3.42 × 10^-5^
cellular growth and proliferation	3.81 × 10^-4^
drug metabolism	3.81 × 10^-4^
gene expression	2.22 × 10^-4^
lipid metabolism	1.25 × 10^-3^
molecular transport	3.81 × 10^-4^
RNA damage and repair	3.79 × 10^-4^
RNA post-transcriptional modification	3.79 × 10^-4^
small molecule biochemistry	3.81 × 10^-4^

^*a *^Ingenuity Pathway Analysis uses a right-tailed Fisher exact test to calculate *p *values. Significance values for each data set indicate the probability that the association between the genes and the given biological function is due to random chance.

Both IPA network and functional analyses identified a large group of "lipid metabolism" and "carbohydrate metabolism" expression changes. 

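In the lists of cholesterol synthesis, fatty acid synthesis and LXR target genes limma called 0 genes, and in that of glycolysis and hypoxia it called the lactate transporters Slc16a1 and Slc16a3. Of 15 cholesterol synthesis genes 11 had a negative log2 fold change (median -0.365), led by Insig1, which restrains sterol synthesis (-0.97, adjusted p = 0.0742). With 1 sample left out the median ran from -0.442 (without LPS replicate 3) to -0.239 (without LPS replicate 1). Of 18 fatty acid synthesis genes, the desaturase Scd2 had -0.98, adjusted p = 0.0675, and the elongase Elovl6 had -1.83, adjusted p = 0.117. Of 14 LXR target genes, which serve cholesterol efflux, Lpcat3, an enzyme of phospholipid remodelling, had 1.42, adjusted p = 0.0571. At an unadjusted p under 0.05 these lists held 5, 3 and 4 genes. The t-test of the methods, adjusted over all probes, called 0 on the whole array and so says nothing of these lists. When adjusted over the list alone, 1 cholesterol synthesis gene and 1 fatty acid synthesis gene were lower and 1 LXR target gene was higher. With the intensity trend 3 cholesterol synthesis genes and 3 fatty acid synthesis genes were lower and 1 LXR target gene was higher. Of 22 genes of glycolysis and hypoxia 1 was higher and 1 lower, or 4 and 2 when adjusted over the list alone. The glucose transporter Slc2a1 had 1.24, adjusted p = 0.0960, and the oxygen-sensing hydroxylase Egln3 had 2.26, adjusted p = 0.0677. None of the 4 lists was shifted as a whole (camera adjusted p = 0.115, 0.372, 0.729 and 0.961 in this order). The cholesterol synthesis list was lower with the intensity trend (adjusted p = 0.0449) and without LPS replicate 1 (adjusted p = 0.0425). It was also lower by fry, which does not compare a list with other genes (adjusted p = 0.0274). It was not with an estimated correlation (adjusted p = 0.659), a setting that called 0 of 26 lists.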

Given that *Il1b *acts upstream of *Cyp3a4*, *Ugdh*, *Gnas*, *Gm2a*, *Psen1*, and *Il15*, stimulated *Il1b *expression may be indirectly involved in the up-regulation of each of these genes in this study. 

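The probe that Table 2 gives for Cyp3a11, which the annotation assigns to several Cyp3a genes of drug and steroid oxidation, rose after 15-HETE with a log2 fold change of 1.89 (standard error 0.26, adjusted p = 0.0480 from limma). Its intensity was 406 ± 111 (SD, n = 3) in LPS-stimulated cells and 1474 ± 185 (SD, n = 3) after 15-HETE. Gm2a, the activator protein of ganglioside breakdown (1.05, adjusted p = 0.0612), Ugdh, which makes UDP-glucuronate (0.93, adjusted p = 0.0704), and the cytokine Il15 (0.94, adjusted p = 0.0742) were higher in every treated sample than in every LPS sample without passing the test. So 1 of the 5 measured genes passed, 5 when adjusted over the list alone and 5 with the intensity trend, in a list that the study took from these samples and that is not independent evidence. Gnas was counted at the probe of Table 2 (0.88), while its brightest probe had -0.09, adjusted p = 0.859 from limma. The Cyp3a probe ran from 1.67 to 2.08 with any 1 of the 6 samples left out, when 0 probes of the array passed limma.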

Expression of several "small molecule biochemistry" transcriptional regulators (*Bclaf1, Med1, Rnf4, Noc2l*, and *Zfp36l1*) was also identified.

### Differential gene expression in the context of malaria pathogenesis

Differentially expressed genes were sorted into lists based on the direction of regulation, and corresponding Gene Ontology (GO) categories were identified. Gene expression alterations mediated by 15-HETE were compared to two groups of transcripts. The first group consisted of specific genes or gene products associated with human [16] or murine [17,18] models of malarial infection or Hz exposure [19]. Common transcripts were primarily associated with "cell-to-cell signaling and interaction" and "immune response" (e.g., *Fcgrt*, *Cd86*, *C5ar1*, *Ccr4*, *Mapk14*, *Pik3ap1*, *Tapbp*, and *Tnfaip6*). 

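Cd86, a costimulatory molecule for T cells, and the stress kinase Mapk14 rose after 15-HETE. Cd86 had an intensity of 1021 ± 166 (SD, n = 3) in LPS-stimulated cells and 3345 ± 753 (SD, n = 3) after 15-HETE, and its log2 fold change was 1.70 (standard error 0.25, adjusted p = 0.0498 from limma). The complement receptor C5ar1 had a log2 fold change of 1.13 (adjusted p = 0.0677), the signalling adaptor Pik3ap1 of 1.04 (adjusted p = 0.0711), the peptide-loading protein Tapbp of 0.99 (adjusted p = 0.101) and the IgG receptor Fcgrt of 0.98 (adjusted p = 0.109). The chemokine receptor Ccr4 had 1.11, standard error 0.39, adjusted p = 0.197, and the hyaluronan-binding protein Tnfaip6 had 0.96, standard error 0.64, adjusted p = 0.456, and treated and untreated samples overlapped for both. Of the 8 genes 2 were higher, 7 when adjusted over the list alone and 6 with the intensity trend, and the study chose them on these samples, so this is not independent evidence. Cd86 ran from 1.56 to 1.90 and Mapk14 from 1.09 to 1.16 without any 1 of the samples, when limma called 0 probes of the array.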

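Gbp3, an interferon-induced GTPase of cell-autonomous defence, had an intensity of 13852 ± 2612 (SD, n = 3) in LPS-stimulated cells and 41938 ± 3192 (SD, n = 3) after 15-HETE. It rose with a log2 fold change of 1.61 (standard error 0.21, adjusted p = 0.0432 from limma). The Gbp1 probe of Table 2, annotated to Gbp2b, had 4895 ± 1275 and 14171 ± 1477, a log2 fold change of 1.56 (standard error 0.24, adjusted p = 0.0521). Of a list of interferon-stimulated genes 43 were measured, and 4 were higher and 0 lower, namely Gbp2 (2.10, adjusted p = 0.0498), Gbp3, the chemokine Cxcl11 and Ifit2, which binds viral RNA (2.18, adjusted p = 0.0454). The counts leave out the Table 2 probes of Oas3 (-1.57, adjusted p = 0.0362) and Ddx58 (2.86, adjusted p = 0.0289), for which the annotation lists no gene. The Table 2 probe of Trim34, annotated to Trim34a, passed (1.54, adjusted p = 0.0483) but is not among the rises counted. The list had a median log2 fold change of 0.316, with 31 of 43 members above 0. It was shifted upward in the camera test with a preset correlation (adjusted p = 0.00782). It was not with an estimated one (adjusted p = 0.659), a setting that called 0 of 26 lists. Adjusted over the list alone 8 were higher and 1 lower, and with the intensity trend 11 and 2. Gbp3 ran from 1.47 to 1.74 with any 1 sample left out, when limma called 0 probes of the array. The median of the list then ran from 0.1915 (without LPS replicate 2) to 0.4029 (without LPS replicate 1). The shift of the list was lost without LPS replicate 2 (adjusted p = 0.0643) and by fry, which does not compare a list with other genes (adjusted p = 0.0597).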

Enhanced expression of guanylate nucleotide binding proteins (*Gbp*) 1 and 3 observed in this study was consistent with expression changes reported in human and experimental murine malaria [16-18,20]. The second group included genes classified under specific GO processes that are overexpressed in the *Plasmodium yoelii *model [20] and/or naturally acquired *Plasmodium falciparum *infections [21], including cell-cell signaling, defense response, immune response, inflammatory response, and signal transduction, among others. Differential expression mediated by 15-HETE treatment that correlated with either of the two groups described above is listed in Table 2. 

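Ddx58, a sensor of viral RNA also called RIG-I, had the largest rise among the immune response genes of Table 2 (log2 fold change 2.86, standard error 0.23, adjusted p = 0.0289 from limma). The glutamyl-prolyl-tRNA synthetase Eprs (2.31), the spermine oxidase Smox (2.33), placental growth factor, Pgf (1.55), and the lysosomal membrane protein Scarb2 (1.33) rose as well. Oas3, an interferon-induced antiviral enzyme, fell at the probe of Table 2 (-1.57, adjusted p = 0.0362), and the Wnt coreceptor Lrp6 fell (-1.21, adjusted p = 0.0498). The antioxidant Prdx6 had -1.01, adjusted p = 0.0671, and did not pass. Of 103 different probes in Table 2, 87 are higher and 16 lower in the paper, and all 103 lay in that direction. Of these 38 were higher and 8 lower at an adjusted p under 0.05, and 100 passed with the intensity trend, while 101 had an unadjusted p of at most 0.025 by the t-test of the methods. The groups did not overlap for 101 of them, but the study selected these probes on the same samples, which is not independent evidence. With any 1 sample left out 0 passed with limma, which then called 0 probes of the whole array, and 86 to 99 with the intensity trend.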

The relatively limited correlation reflects differences between 15-HETE-mediated expression changes in this model and expression changes observed during naturally acquired or experimental malaria. While RAW 264.7 cells have previously been shown to mimic monocyte/macrophage immuno-modulation in the presence of HNE [12], the findings presented herein suggest that 15-HETE is not a major contributor to the altered immune response observed in these cells types during infection.

**Table 2:** Select Gene Expression Changes Mediated by 15-HETE^*a*^

Gene Symbol	Fold Change	Probe ID	Description	Entrez ID	Ref

Electron Transport [21]					

Cyp3a11	3.6	516253	Cytochrome P450, family 3, subfamily a, polypeptide 11	13112	
Smox	5.1	560410	Spermine oxidase	228608	
Ugdh	1.9	500013	UDP-glucose dehydrogenase	22235	

Regulation of Transcription, DNA-Dependent [21]					

Bclaf1	-1.9	549609	BCL2-associated transcription factor 1	72567	
Cdk9	2.1	392872	Cyclin-dependent kinase 9 (CDC2-related kinase)	107951	
Creg1	1.9	760346	Cellular repressor of E1A-stimulated genes 1	433375	
Egr1	-4.7	524988	Early growth response 1	13653	
Fbxl11	-2.9	464056	F-box and leucine-rich repeat protein 11	225876	
Fli1	2.3	407869	Friend leukemia integration 1	14247	
Fliih	4.6	706377	Flightless I homologue (*Drosophila*)	14248	
Hlx1	2.1	915372	H2.0-like homeo box 1 (*Drosophila*)	15284	
Mxd1	2.1	520449	MAX dimerization protein 1	17119	
Myst2	5.4	494053	MYST histone acetyltransferase 2	217127	
Pou2f2	-4.4	911620	POU domain, class 2, transcription factor 2	18987	
Pparbp	1.9	553770	Peroxisome proliferator activated receptor binding protein	19014	
Pspc1	2.0	474771	Paraspeckle protein 1	66645	
Rab11a	2.0	359489	RAB11a, member RAS oncogene family	53869	
Rnf4	2.5	567180	Ring finger protein 4	19822	
Tsc22d3	2.0	700170	TSC22 domain family 3	14605	
Zfp482	2.0	435236	Zinc finger protein 482	241322	

Protein Biosynthesis [20,21]					

Eprs	4.9	455664	Glutamyl-prolyl-tRNA synthetase	107508	

Protein Folding [21]					

Clpx	2.4	733670	Caseinolytic peptidase X (*E. coli*)	270166	
Hspa4	3.5	578003	Heat shock protein 4	15525	

Ubiquitin Cycle [21]					

Cul7	0.4	742757	Cullin 7	66515	
Fbxo3	1.9	832607	F-box only protein 3	57443	
Ube2l6	2.0	401185	Ubiquitin-conjugating enzyme E2L 6	56791	[16]

Intracellular Protein Transport [21]					

Ap1s2	2.0	605927	Adaptor-related protein complex 1, sigma 2 subunit	108012	
Arf3	4.4	652348	ADP-ribosylation factor 3	11842	
Sort1	2.4	339169	Sortilin 1	20661	

Response to Stress [21]					

Mapk14	2.2	755610	Mitogen activated protein kinase 14	26416	[16]
Prdx1	2.1	530413	Peroxiredoxin 1	18477	[17]
Prdx6	-2.0	825043	Peroxiredoxin 6	11758	

Defense Response [20,21]					

Bst1	2.1	837914	Bone marrow stromal cell antigen 1	12182	
Klra18	2.5	806675	Killer cell lectin-like receptor, subfamily A, member 18	93970	
Tapbp	2.0	928057	TAP binding protein	21356	[20]

Inflammatory Response [20,21]					

Abcb1a	2.6	677412	ATP binding cassette, sub-family B (MDR/TAP), member 1A	97570	
Ca2	4.0	574832	Carbonic anhydrase 2	88269	
Card12	2.2	336709	Caspase recruitment domain family, member 12	268973	
Cdkn1b	3.7	516253	Cytochrome P450, family 3, subfamily a, polypeptide 11	104565	
Clu	4.0	379462	Clusterin	88423	
Cr1l	1.9	538208	Complement component (3b/4b) receptor 1-like	88513	
Cyp3a11	3.7	516253	Cytochrome P450, family 3, subfamily a, polypeptide 11	88609	
Fyn	2.50	766362	Fyn proto-oncogene	95602	
H2-Q8	1.8	712519	Histocompatibility 2, Q region locus 8	95937	
Hnrnpa3	4.8	903894	Heterogeneous nuclear ribonucleoprotein A3	1917171	
Mrc1	2.9	331550	Mannose receptor, C type 1	97142	
Pole4	2.3	508321	Polymerase (DNA-directed), ε 4 (p12 subunit)	1914229	
Ppp3r1	2.7	716541	Protein phospatase 3, regulatory subunit B, α isoform (calcineurin B, type I)	107172	
Procr	2.0	431405	Protein C receptor, endothelial	104596	
Rrm1	5.6	865694	Ribonucleotide reductase M1	98180	
Serpinb2	4.0	860577	Serine (or cysteine) proteinase inhibitor, clade B, member 2	97609	

Leukocyte Extravasation and Signalling					

Arhgap12	2.2	465731	ρ GTPase activating protein 12	1922665	
Crkl	3.0	389169	V-crk sarcoma virus CT10 oncogene homologue (avian)-like	104686	
Ptk2b	2.6	867483	PTK2 protein tyrosine kinase 2 β	104908	

Immune Response [20,21]					

Cxcl11	5.1	921243	Chemokine (C-X-C motif) ligand 11	56066	
Ddx58	7.1	438990	DEAD (Asp-Glu-Ala-Asp) box polypeptide 58	230073	
Fcgrt	2.0	390657	Fc receptor, IgG, α chain transporter	14132	[16]
Gbp1	2.9	586296	Guanylate nucleotide binding protein 1	14468	[16,18,20]
Gbp3	3.0	405120	Guanylate nucleotide binding protein 3	55932	[17,20]
Ifit3	3.2	888038	Interferon-induced protein with tetratricopeptide repeats 3	15959	
Il1a	5.1	595893	Interleukin 1 α	96542	
Il1b	2.4	734612	Interleukin 1 β	16176	
Il15	1.9	876196	Interleukin 15	16168	

Cell Cycle [20]					

Ccnf	2.4	767163	Cyclin F	12449	
Cdkn1b	3.7	704876	Cyclin-dependent kinase inhibitor 1B (P27)	12576	
Pmp22	1.9	616997	Peripheral myelin protein	18858	
Rhob	-2.2	925472	Ras homologue gene family, member B	11852	

Cell Adhesion [21]					

Cldn11	4.9	338333	Claudin 11	18417	
Scarb2	2.5	561450	Scavenger receptor class B, member 2	12492	
Tnfaip6	1.9	614886	Tumor necrosis factor alpha induced protein 6	21930	[16]

Signal Transduction [20]					

Ccr4	2.2	618105	Chemokine (C-C motif) receptor 4	12773	[18]
Cd86	3.2	908805	Cd86 antigen	12524	[20,22]
Gnas	1.8	646267	GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus	14683	
Ms4a4c	**2.8**	791872 495283	Membrane-spanning 4-domains, subfamily A, member 4C	64380	
Olfr472	-2.2	591718	Olfactory receptor 472	258770	
Prkrir	3.4	561755	Protein-kinase, interferon-inducible double stranded RNA dependent inhibitor, repressor of (P58 repressor)	72981	
Ptger2	3.0	912597	Prostaglandin E receptor 2 (subtype EP2)	19217	
Rin1	-1.9	478326	Ras and Rab interactor 1	225870	
Ywhag	4.1	606287	3-monooxygenase/tryptophan 5-monooxygenase activation protein, gamma polypeptide	22628	

G-Protein Coupled Receptor Protein Signaling Pathway [21]					

Olfr1303	-2.0	366625	Olfactory receptor 1303	258397	
Olfr316	-1.9	903210	Olfactory receptor 316	258064	
Olfr435	-3.2	810459	Olfactory receptor 435	258647	
Slc19a2	1.9	763767	Solute carrier family 19 (thiamine transporter), member 2	116914	

Cell-Cell Signaling [21]					

Wnt6	2.0	590115	Wingless-related MMTV integration site 6	22420	

Development [21]					

Egfl4	-2.2	914308	EGF-like-domain, multiple 4	269878	
Lrp6	-2.3	691244	Low density lipoprotein receptor-related protein 6	16974	
Pgf	2.9	932795	Placental growth factor	18654	

Metabolism [20]					

Atp1a2	2.1	684165	ATPase, Na+/K+ transporting, α 2 polypeptide	98660	
Atp2c1	2.0	388850	ATPase, Ca^2+ ^sequestering	235574	
Echdc3	2.2	331450	Enoyl Coenzyme A hydratase domain containing 3	67856	
Hsd17b4	2.2	303973	Hydroxysteroid (17-beta) dehydrogenase 4	15488	
Mmp9	-12.3	710293	Matrix metalloproteinase 9	17395	
Oas3	-3.0	487213	2'-5' oligoadenylate synthetase 3	246727	[16]

Carbohydrate Transport [21]					

Slc35a4	2.5	318829	Solute carrier family 35, member A4	67843	

Protein Transport [21]					

Exoc2	3.0	498825	Exocyst complex component 2	66482	
Nupl2	2.1	868036	Nucleoporin like 2	231042	
Rab20	2.0	410549	RAB20, member RAS oncogene family	19332	
Rap2b	2.2	471908	RAP2B, member of RAS oncogene family	74012	
Rheb	1.9	653270	RAS-homologue enriched in brain	19744	
Zfyve20	2.9	669220	Zinc finger, FYVE domain containing 20	78287	

Protein Ubiquitination [21]					

Trim12	2.7	454451	Tripartite motif protein 12	76681	
Trim34	2.9	600486	Tripartite motif protein 34	94094	

Differentiation [21]					

Ndrg2	2.1	468211	N-myc downstream regulated gene 2	29811	

Other					

Pik3ap1	2.0	646764	Phosphoinositide-3-kinase adaptor protein 1	83490	[16]

^*a *^Transcripts altered ≥ 1.8-fold (*p *≤ 0.025) in 15(S)-HETE-treated RAW 264.7 cells that are associated with specific genes or gene products correlated to malaria (referenced in column 6) or genes that are classified with specific over-expressed GO biological processes in malaria models (referenced with biological process heading), are shown in the table. Fold changes (FC) represent the average of three independent biological experiments. **Bold **FC indicate that multiple probes gave analogous results (average FC is shown).

### Validation of microarray results

qRT-PCR was used to confirm several genes susceptible to differential regulation by 15-HETE. The analysis focused on selected genes implicated in the host response to malaria. The results shown in Figure 4 are expressed as fold change relative to LPS-stimulated cells. 

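The intensity of Cxcl11, a chemokine that attracts activated T cells, was 4025 ± 925 (SD, n = 3) in LPS-stimulated cells and 20554 ± 2841 (SD, n = 3) after 15-HETE, and it rose with a log2 fold change of 2.37 (standard error 0.24, adjusted p = 0.0330 from limma). Egr1, an immediate early transcription factor, fell from 23901 ± 3221 to 5107 ± 1007, a log2 fold change of -2.24 (standard error 0.22, adjusted p = 0.0327). The tight junction protein Cldn11 rose from 912 ± 90.4 to 4471 ± 333 (2.29, adjusted p = 0.0289), the GTPase Arf3 from 1064 ± 38.5 to 4692 ± 413 (2.14, adjusted p = 0.0289) and Mapk14, the kinase p38α, from 4897 ± 272 to 10644 ± 552 (1.12, adjusted p = 0.0498). The cell surface proteoglycan Sdc1 rose as well, to 27112 ± 1510 from 6905 ± 1757. The peroxidase Prdx1 had 7561 ± 597 and 15904 ± 929 (1.07, adjusted p = 0.0540) and did not pass. Another, brighter Arf3 probe had a log2 fold change of -0.09, and another, brighter Prdx1 probe 0.59. Treated and untreated samples did not overlap for any of the 7 genes (exact permutation test, two-sided p = 0.1 for each, the smallest that 3 samples against 3 allow). So 5 genes were higher and 1 lower at an adjusted p under 0.05, 6 and 1 when adjusted over the list alone. With any 1 of the 6 samples left out limma called 0 probes of the array, these genes included, and Cxcl11 ran from 2.19 to 2.53 and Egr1 from -2.39 to -2.11. The genes were picked by the study from these arrays and are not independent evidence. Ywhaz, the control of the qRT-PCR, had -0.43 at its brightest probe (adjusted p = 0.423), and -0.22 (adjusted p = 0.563) and 0.91 (adjusted p = 0.123, and 0.0161 with the intensity trend, which called this probe) at the others. The legend of the qRT-PCR figure gives 0.1 μg/mL LPS, while the methods give 1 μg/mL for all wells.

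**Figure D1:**
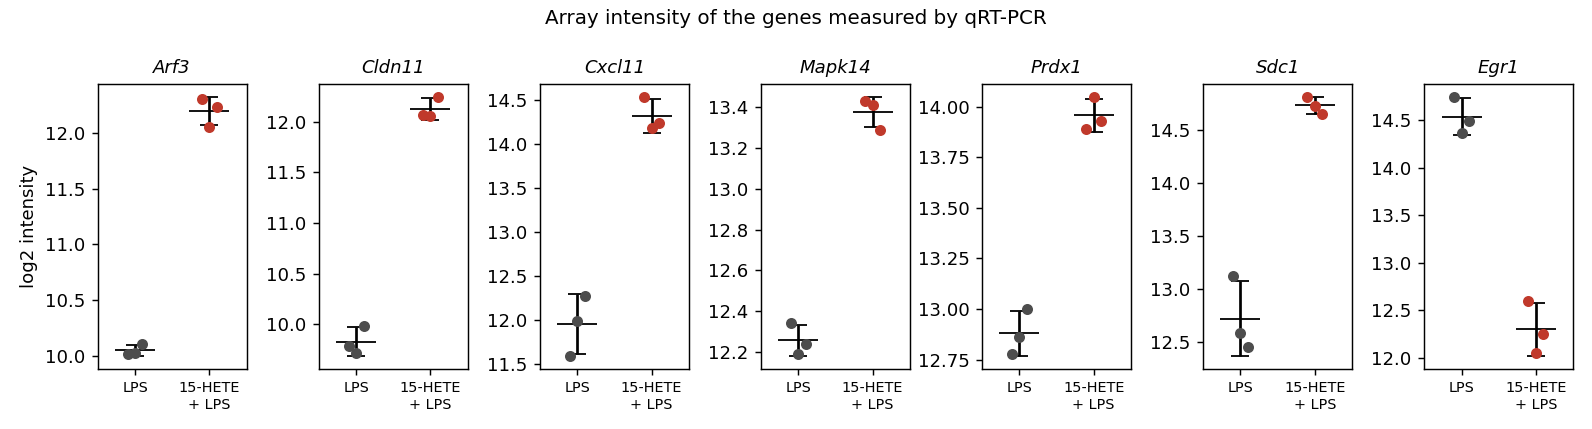
Log2 array intensity of each sample (points) with the mean and SD of the group (horizontal line and bar, n = 3), for LPS-stimulated cells and cells given 15-HETE + LPS, each panel with its own axis range. The 3 treated samples lie above the 3 LPS samples for Arf3, Cldn11, Cxcl11, Mapk14, Prdx1 and Sdc1, and below them for Egr1.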

In agreement with the microarray results in terms of magnitude and direction of change, 15-HETE stimulated the expression of *Arf3 *(ADP-ribosylation factor 3), *Cldn11 *(claudin 11), *Cxcl11 *(chemokine (C-X-C motif) ligand 11), *Mapk14 *(mitogen-activated protein kinase 14), *Prdx1 *(peroxiredoxin 1), and *Sdc1 *(syndecan 1) and repressed the expression of *Egr1 *(early growth response 1).

**Figure 4:**
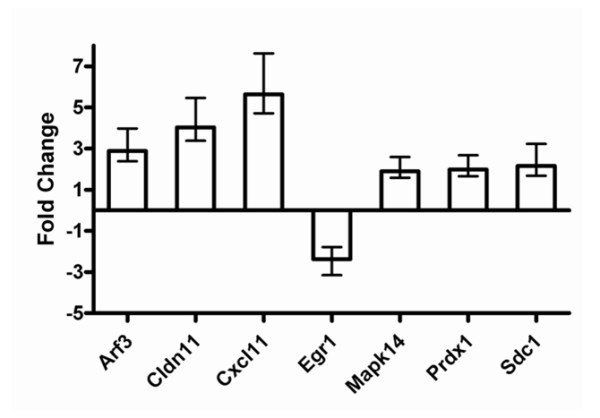
**Quantitative real-time RT-PCR validation of microarray results**. RAW 264.7 cells were stimulated with 0.1 μg/mL LPS and treated with 40 μM 15-HETE for 24 h prior to RNA extraction. Fold-changes (treated stimulated cells relative to stimulated cells) are shown ( ± 99% confidence interval for quadruplicate measurements of n = 3 biological replicates). Abbreviations: *Arf3 *(ADP-ribosylation factor 3), *Cldn11 *(claudin 11), *Cxcl11 *(chemokine (C-X-C motif) ligand 11), *Egr1 *(early growth response 1), *Mapk14 *(mitogen-activated protein kinase 14), *Prdx1 *(peroxiredoxin 1), and *Sdc1 *(syndecan 1).

## Discussion

Global responses to malaria infection have been examined at the molecular level in the blood of human victims [16,21], malaria positive tissue [22], and both murine [17,18,20] and monkey [23] malaria models using microarray technology. Perturbations of gene expression associated with erythropoiesis, glycolysis, metabolism, B-cell activation, and inflammation were frequently identified in these analyses; however, the specific agents responsible for mediating expression changes remain unknown. Accumulating evidence supports the hypothesis that many of the adverse effects of malaria are not caused directly by the parasite, but by endogenous toxins generated during interactions with parasite-derived species such as Hz [24].

The immuno-modulatory response to native Hz has been recapitulated using individual components of Hz (i.e., membrane lipids from erythrocyte ghosts incubated with BH) in a model system [13]. Macrophage-like cells treated with the reaction supernatant exhibited a dose-dependent impairment of PMA-activated NADPH oxidase and LPS-stimulated iNOS activities. Neither BH- nor ghost-supernatant alone altered NADPH or iNOS activity, indicating that lipid peroxidation products generated during reactions between BH and ghost membranes were responsible for the inhibitory effects. Several laboratories have shown that biologically relevant levels of the individual lipid peroxidation products HNE and 15-HETE were capable of mimicking the dysfunctional response to Hz phagocytosis, suggesting the basis of Hz activity [13,25,26].

Considering these results, global responses to individual Hz constituents are of particular interest. The ability of specific and nonspecific malaria toxins to stimulate changes in gene expression has recently been examined in macrophage-like cells [12]. Microarray analyses of two individual Hz components (i.e., BH and HNE) indicated that while BH primarily elicited a phagocytic response, HNE significantly perturbed a myriad of biological processes. These results substantiated further exploration of a potential role for the Hz-associated lipid peroxidation product 15-HETE.

In the current study, activated RAW 264.7 macrophage-like cells were treated with 15-HETE, and mRNA levels were assessed at 24 h to mimic a steady-state response that would be relevant to an established malaria infection. IPA software was utilized to perform complementary network (Figure 2) and functional (Table 1) analyses for identification of biological relationships within the data. Figure 3 shows that the number of expression changes mediated by 15-HETE was modest relative to the previously reported global response to HNE [12]. Unlike the mode of action behind HNE's biological activity (forming adducts to cellular nucleophiles and subsequently modulating intracellular signaling), 15-HETE serves as a ligand for the nuclear PPARγ receptor [27]. 

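Plin2, which coats lipid droplets and is also called Adfp, had an intensity of 180648 ± 41080 (SD, n = 3) in LPS-stimulated cells and 703169 ± 41406 (SD, n = 3) after 15-HETE, and rose with a log2 fold change of 1.98 (standard error 0.22, adjusted p = 0.0344 from limma). Car2, a carbonic anhydrase, rose as well (2.01, adjusted p = 0.0327). The lysosomal sorting receptor M6pr had 0.99, adjusted p = 0.0593, its binding protein Plin3, also called M6prbp1, had 0.34, standard error 0.20, adjusted p = 0.397, and the Mediator subunit Med7 had 0.02, standard error 0.17, adjusted p = 0.962. Of 8 genes that the study names as PPARγ signalling transcripts 4 were higher and 0 lower, or 6 and 0 when adjusted over the list alone or with the intensity trend, and they are not independent evidence, since the study chose them on these samples. Cyp3a4, which the paper names among them, was read at the probe of Cyp3a11 in Table 2, which is annotated to several Cyp3a genes. The paper prints no probe for Plin3 or Med7, so the probes read for them may not be those it used. Of a separate list of PPAR target genes in fatty acid handling 22 were measured. In it Plin2 and the mitochondrial acylcarnitine carrier Slc25a20 (1.33, adjusted p = 0.0406) rose, while Pdk4, the kinase that restrains pyruvate dehydrogenase, fell (-1.99, adjusted p = 0.0327). Cpt1a, which admits fatty acids to mitochondria (2.02, adjusted p = 0.0655), the thiolase Acaa2 (1.09, adjusted p = 0.0585) and the fatty acid binding protein Fabp4 (0.93, adjusted p = 0.0869) did not pass, nor did Cd36 (0.16) and Pparg itself (-1.14, adjusted p = 0.282). The counts were 2 higher and 1 lower, 8 and 1 when adjusted over the list alone, and 7 and 1 with the intensity trend. Against other genes the list was shifted upward by camera with a preset correlation of 0.01 (adjusted p = 0.00782). Its median log2 fold change was 0.370, with 18 of 22 above 0. Fry, which does not compare a list with other genes, called it higher too (adjusted p = 0.00724). With an estimated correlation, 0.0124 for this list, the adjusted p of camera was 0.551. That setting called 0 of 26 lists, so it cannot tell this list from the others. Plin2 ran from 1.87 to 2.16 and Pdk4 from -2.10 to -1.87 with 1 sample left out, when limma called 0 probes of the array.

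**Figure D2:**
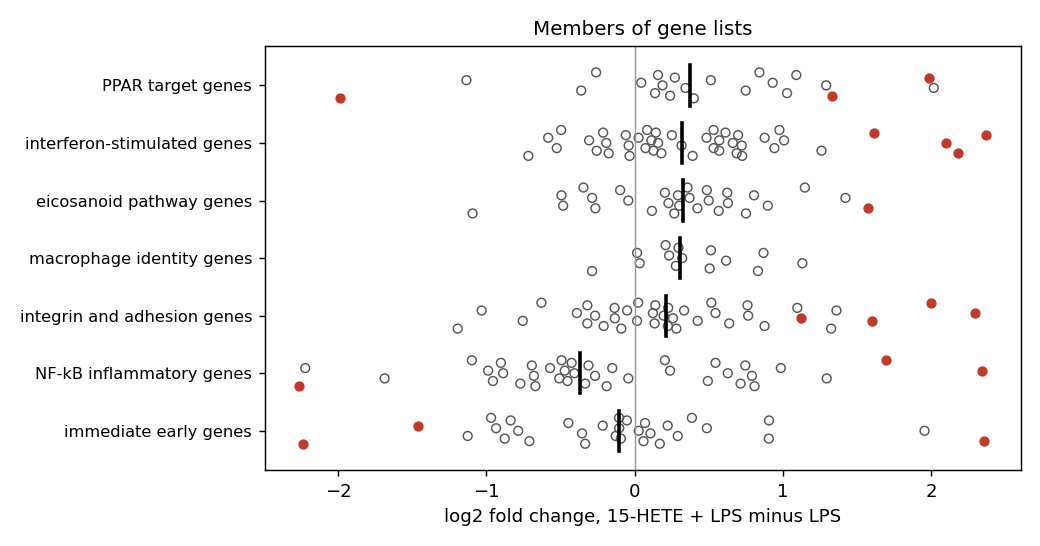
Log2 fold change (15-HETE + LPS minus LPS, 3 samples each) of every measured member of 7 gene lists. Filled circles passed limma at an adjusted p under 0.05, open circles did not, and black bars are list medians, among them 0.370 for PPAR target genes and -0.371 for NF-kB inflammatory genes.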

As expected, downstream PPARγ signaling transcripts (e.g., *Adfp*, *Ca2*, *Cyp3a4*, *M6pr*, *M6prbp1*, *Med1*, *Med7*, and *Sdc1*) were elevated in response to 15-HETE.

### Cytoadherence

A balance between removal of *Plasmodium *from circulation and sequestration inside host cells is crucial for parasite survival during infection. Sequestration is mediated by cytoadherence, specifically, the adherence of parasitized RBCs (PRBCs) and leukocytes to capillary and post-capillary venular endothelial cells (EC). This cytoadherence reduces blood flow and causes metabolic dysfunction [28] and is thought to be a major factor associated with cerebral malaria (CM). The mechanism(s) used for adhesion and migration involve the expression of constitutive ligands (i.e., adhesion molecules) and receptors on PRBCs or leukocytes and EC. Cell-cell and cell-matrix interactions are also mediated by the secretion of microbial products or cytokines, which enhance the expression of inducible adhesion molecules.

Investigation of potential arachidonic acid metabolite involvement in cytoadherence identified 15-HETE as an agent capable of stimulating basal adhesion of erythrocytes [15] and monocytes to EC [29,30]. In this study, 15-HETE induced the expression of several transcripts involved in integrin signaling (e.g., *Crkl*, *Rap2b*, *Arf3*). 

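Crkl, an adaptor that links integrins to Rap GTPases, rose after 15-HETE (log2 fold change 1.60, standard error 0.22, adjusted p = 0.0483 from limma). Rap2b, a Ras-related GTPase, rose at the probe of Table 2 (1.12, standard error 0.17, adjusted p = 0.0498), while its other probe had -0.83 (adjusted p = 0.0858). Both probes were called with the intensity trend, in opposite directions (adjusted p = 0.000805 and 0.00690). In a wider list of integrin and adhesion genes 38 were measured, and 4 were higher and 0 lower, namely Cldn11, Sdc1, Crkl and Rap2b. The proteoglycan Sdc4 (1.32, adjusted p = 0.0571) and Tln1, which couples integrins to actin (-1.19, adjusted p = 0.0947), did not pass. Adjusted over the list alone 9 were higher and 1 lower, and with the intensity trend 9 and 2. The list had a median log2 fold change of 0.209 and was not shifted in the camera test (adjusted p = 0.0614). With 1 sample left out the median ran from 0.111 (without LPS replicate 3) to 0.297 (without LPS replicate 1). It was 0.016 among probes brighter than the 95th percentile of olfactory receptors (camera adjusted p = 0.602). The list was shifted upward without LPS replicate 1 (adjusted p = 0.0135) and with the mean of all probes of a gene (adjusted p = 0.0392). The same held by fry, which does not compare a list with other genes (adjusted p = 0.0351). It did not hold with an estimated correlation (adjusted p = 0.659), a setting that called 0 of 26 lists. Of the 5 measured genes that the study names in this group 4 were higher and 0 lower, 5 and 0 when adjusted over the list alone, and as a choice made on these samples they are not independent evidence. Arf3 was counted there at the probe of Table 2 (2.14), while its brighter probe had -0.09. Once any 1 sample was dropped limma called 0 probes of the array, and Crkl ran from 1.46 to 1.76.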

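Sdc1, the proteoglycan syndecan 1 that binds extracellular matrix, rose after 15-HETE (log2 fold change 2.00, standard error 0.23, adjusted p = 0.0362 from limma). The tyrosine phosphatase Ptpn14 had a log2 fold change of 0.93 (standard error 0.17, adjusted p = 0.0676) and an adjusted p of 0.0224 with the intensity trend. No probe was matched to Pkd2, which was not analysed here. Without any 1 of the 6 samples limma called 0 probes of the array, and Sdc1 ran from 1.87 to 2.20.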

The expression of genes encoding *Pkd2 *and *Sdc1*, which are involved in cell-cell and cell-matrix interactions, and *Ptpn14*, which has alleged involvement in cell adhesion, were also induced by 15-HETE.

### Leukocyte extravasation and chemotaxis

The inflammatory response to malaria, both acute and chronic, follows a predictable sequence of events. Initial vascular changes precede increases in permeability, which ultimately causes oedema. Enhanced cytoadherence results in the accumulation, adherence, and migration of leukocytes through vascular endothelium. Molecular mediators are subsequently released and contribute to both the immune response and recruitment/activation of effector cells. Overwhelming evidence demonstrates that the pathophysiology of malaria involves both systemic and local cytokine release. The recruitment of phagocytes around cerebral capillaries has been observed in CM and likely explains increased chemotaxis and chemokinesis [31]. CM is a severe complication of *P. falciparum *infection that is characterized by cytoadherence in cerebral microvasculature. Accumulation of Hz-loaded monocytes has been observed in brains of CM victims [32] and may contribute to the disruption of endothelial basement membrane and subsequent extravasation of blood cells [26]. Importantly, blood brain barrier (BBB) destruction and enhanced vascular permeability/oedema are major factors associated with CM [33,34].

A potential contribution of 15-HETE toward increased vascular permeability has been examined in the lung. Administration of this hydroxylated fatty acid was shown to increase respiratory oedema fluid production [35], suggesting a role as an inflammatory mediator. The current analysis identified the "Leukocyte Extravasation Signaling" pathway as being significantly (*p *= 0.015) affected by 15-HETE. Specifically, the steady-state expression of *Arhgap12*, *Cldn11*, *Crkl*, *Mapk14*, and *Ptk2b *was up-regulated. 

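Arhgap12, a GTPase-activating protein, rose after 15-HETE (log2 fold change 1.16, standard error 0.17, adjusted p = 0.0498 from limma). Ptk2b, the focal adhesion kinase PYK2, had 1.36, standard error 0.22, adjusted p = 0.0552, or an adjusted p of 0.00637 with the intensity trend. Of these 5 genes 4 were higher and 0 lower, with Cldn11, Crkl and Mapk14 as the other rises, and 5 were higher when adjusted over the list alone or with the intensity trend. The group was selected by the study from the same arrays, so its direction is not independent evidence. Every treated sample lay above every LPS sample for all 5. When any 1 sample was removed limma called 0 probes of the array, and Arhgap12 ran from 1.10 to 1.24.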

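Il1a, a proinflammatory cytokine, had an intensity of 12696 ± 2498 (SD, n = 3) in LPS-stimulated cells and 63625 ± 4081 (SD, n = 3) after 15-HETE, and rose with a log2 fold change of 2.34 (standard error 0.21, adjusted p = 0.0327 from limma). In the Inflammatory Response section of Table 2, 11 of 15 probes were higher and 0 lower. They included Serpinb2, an inhibitor of urokinase (2.02, adjusted p = 0.0327), the mannose receptor Mrc1 (1.53, adjusted p = 0.0395), the kinase Fyn (1.32, adjusted p = 0.0493), the calcineurin subunit Ppp3r1 (1.42, adjusted p = 0.0424) and the efflux pump Abcb1a (1.40, adjusted p = 0.0489). The inflammasome protein Card12, now Nlrc4 (1.12, adjusted p = 0.0629), the protein C receptor Procr (1.02, adjusted p = 0.0545), the complement regulator Cr1l (0.93) and the MHC gene H2-Q8 (0.87) did not pass. With the intensity trend 15 passed. The section was selected by the study on these samples, so it is not independent evidence. Il1a ran from 2.24 to 2.50 without any 1 of the samples, when 0 probes of the array passed limma.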

Although 15-HETE is generally considered to have anti-inflammatory properties, activation of a large group of genes encoding inflammatory response molecules was observed (Table 2).

### 15-HETE and MMP9 Regulation

15-HETE was recently shown to enhance IL1β expression and MMP9 activity in human monocytes [26]. The current study identified a different response to 15-HETE. 

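Mmp9, a gelatinase that degrades extracellular matrix, had an array intensity of 71102 ± 18706 (SD, n = 3) in LPS-stimulated cells and 14523 ± 1272 (SD, n = 3) after 15-HETE, and fell with a log2 fold change of -2.26 (standard error 0.24, adjusted p = 0.0339 from limma). The ratio of the mean intensities, as a signed fold change, was -4.90. Il1b, the cytokine interleukin-1β, had 37505 ± 6232 and 91557 ± 11098 (SD, n = 3), a log2 fold change of 1.29 (standard error 0.21, adjusted p = 0.0571). It did not pass, and its adjusted p was 0.00178 with the intensity trend. For both genes every treated sample lay beyond every LPS sample (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow), and each has 1 probe. In the list of matrix metalloproteinases and inhibitors 25 genes were measured, 2 were higher (Serpinb2 and the peptidase Adam9) and 2 lower (Mmp9 and Mmp14), or 5 and 3 when adjusted over the list alone or with the intensity trend. The urokinase gene Plau had 2.34, adjusted p = 0.0511, and the membrane protease Mmp17 had -2.48, adjusted p = 0.0587. The list as a whole was not shifted (camera adjusted p = 0.328). Mmp9 did not pass without any 1 of the 6 samples (adjusted p = 0.0677 to 0.184, log2 fold change -2.40 to -2.06), when limma called 0 probes of the array.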

While *Il1b *mRNA was elevated in 15-HETE treated LPS-stimulated RAW 264.7 cells, *Mmp9 *mRNA was down-regulated (-4.8-fold by qRT-PCR). *Mmp9 *expression can be regulated through a variety of signaling cascades including NF-κB, p38 MAPK, and ERK1/2 pathways [36]. It was proposed that enhanced regulation of IL1B and MMP9 by 15-HETE in human monocytes may be associated with NF-κB signaling [26] based on reports demonstrating NF-κB-mediated MMP9 expression in LPS-stimulated RAW 264.7 cells [36]. This mechanism seems unlikely given that 15-HETE has been shown to impair NF-κB-mediated expression of *iNOS *in LPS-stimulated RAW 264.7 cells [13]. Furthermore, PPARγ ligands have been shown to repress NF-κB signal transduction [37,38] and inhibit *MMP9 *expression, secretion, and activity in macrophages and vascular smooth muscle cells [39-41], in accord with the results of this study.

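Genes of the NF-κB response to LPS moved in both directions after 15-HETE. Of 38 measured members of a list of NF-κB inflammatory genes Il1a and Cd86 were higher and Mmp9 was lower. The cytokine Il6 had an intensity of 23137 ± 6168 (SD, n = 3) in LPS-stimulated cells and 7067 ± 1175 (SD, n = 3) after 15-HETE, a log2 fold change of -1.69 (standard error 0.28, adjusted p = 0.0570 from limma). Nos2, which encodes iNOS, had 20704 ± 4224 and 10602 ± 1509, a log2 fold change of -0.96 (standard error 0.23, adjusted p = 0.102). The cytokine Tnf, named after its values were seen, had 46236 ± 2199 and 27097 ± 1643, a log2 fold change of -0.77 (standard error 0.17, adjusted p = 0.0870). Adjusted over the list alone 5 were higher and 13 lower, and the counts were the same with the intensity trend, in which Il6 (adjusted p = 0.00239), Nos2 (adjusted p = 0.0102) and Tnf (adjusted p = 0.00413) passed. The list had 25 of 38 members below 0 and was not shifted against other genes in the camera test (adjusted p = 0.0954), though fry, which does not compare a list with other genes, called it lower (adjusted p = 0.0274), and with an estimated correlation camera gave an adjusted p of 0.551. With any 1 of the 6 samples left out limma called 0 probes of the array, and Il6 ran from -1.92 to -1.53 and Cd86 from 1.56 to 1.90.

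**Figure D3:**
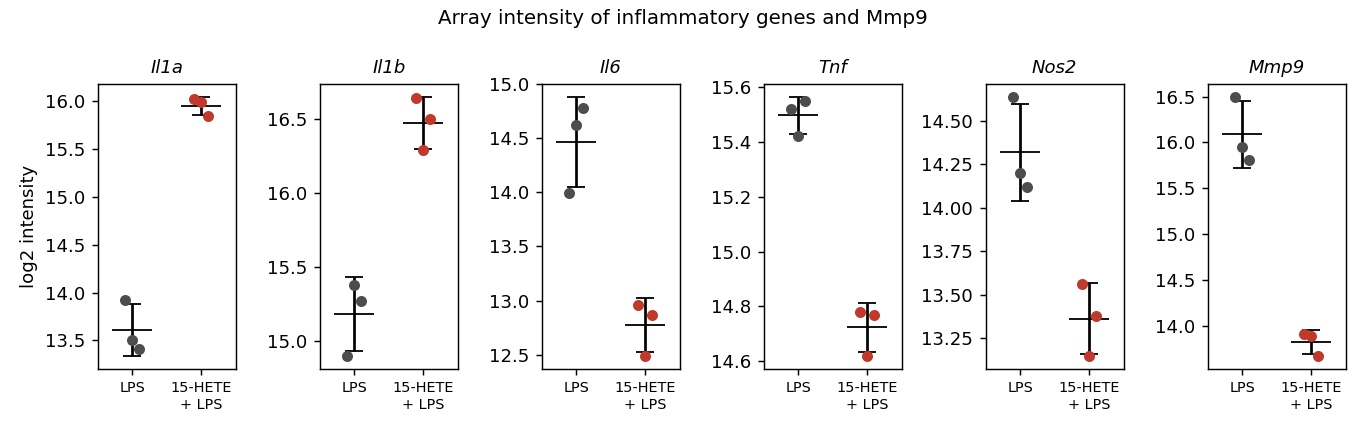
Log2 array intensity of each sample (points) with the mean and SD of the group (horizontal line and bar, n = 3), for LPS-stimulated cells and cells given 15-HETE + LPS, each panel with its own axis range. Treated samples lie above LPS samples for Il1a and Il1b, and below them for Il6, Tnf, Nos2 and Mmp9.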

## Conclusion

The complex innate and adaptive host immune responses to malaria are triggered by the presence of *P. falciparum *parasites, composite native Hz, Hz-derived lipid peroxidation products, and other cellular debris. A reductionist examination of the cellular response to two individual constituents of native Hz, BH and HNE [12], implicated a significant role for lipid peroxidation products in macrophage immuno-modulation. Consequently, the global response of macrophage-like cells to 15-HETE was explored. 15-HETE has previously been implicated as having a functional role in a variety of cellular processes such as inflammation, asthma, carcinogenesis, and atherosclerosis.15-HETE can be incorporated into membrane lipids and alter both vascular tone and EC permeability [14], supporting a potential role in malaria pathogenesis as well. In the current study, the response to 15-HETE was significantly associated with altered expression of "lipid metabolism" and "small molecule biochemistry" genes. Several genes related to "cytoadherence", "leukocyte extravasation", and "inflammatory response" were also differentially regulated by 15-HETE treatment. While these change uphold a potential role for 15-HETE in malaria pathogenesis, the small number of expression changes indicates that 15-HETE does not elicit a major response from macrophage-like cells in this model. These results add insight and detail to 15-HETE's effect on gene expression in macrophage-like cells, but there are limitations to any model system. For example, 15-HETE represents but one structural HETE isomer that is associated with Hz; 5-, 8-, 9-, 11-, and 12-HETE have also been identified [13,42]. 

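In the cell cycle list the ribonucleotide reductase gene Rrm1 and Cdkn1b, an inhibitor of cyclin-dependent kinases (1.88, adjusted p = 0.0336 from limma), rose, and none of its other 31 measured genes passed (4 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.535). Of 32 genes of ER stress and the amino acid response Ddit4 was the 1 called, and the chaperone Calr had -0.87. Adjusted over the list alone 2 were higher and 2 lower, and the list was not shifted (camera adjusted p = 0.983). These counts leave out the Table 2 probe of Eprs (2.31, adjusted p = 0.0289), for which the annotation lists no gene. Of 13 heat shock genes Hspa4 was the 1 called (1 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.133). The heat shock list was higher by camera with the mean of all probes of a gene (adjusted p = 0.0392). The same held without LPS replicate 1 (adjusted p = 0.0271). It did not with an estimated correlation (adjusted p = 0.659), a setting that called 0 of 26 lists. Of 32 lysosome genes limma called 0 and 12 had an unadjusted p under 0.05, with the secreted glycoprotein Creg1 at 0.89. Adjusted over the list alone 3 were higher and 0 lower, and the list was not shifted (camera adjusted p = 0.951). Its largest log2 fold change was 1.083. The Table 2 probes of Scarb2 (1.33, adjusted p = 0.0454, no gene listed) and Sort1 (1.27, adjusted p = 0.0454) passed but are not in these counts. Of 24 NRF2 target genes of the oxidant response limma called 0 and 11 had an unadjusted p under 0.05 (5 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.519), with the thioredoxin reductase Txnrd1 at 1.01 and the glutathione synthesis gene Gclc at -0.86. With the intensity trend 5 lysosome genes and 4 NRF2 target genes were higher and 1 and 2 lower. The t-test of the methods, adjusted over all probes, called 0 on the whole array and so says nothing of either list. Cdkn1b ran from 1.81 to 2.02 without any 1 sample, when limma called 0 probes of the array. The paper reads the small number of expression changes as a sign that 15-HETE is no major stimulus for macrophage-like cells in its model. It also states that the changes uphold a potential role in malaria.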

5- and 15-HETE are reported to be the predominant isomers formed during iron catalyzed or Hz-mediated oxidation of AA [42,43], yet 12-HETE may exert greater biological activity [13]. Current findings suggest that upon phagocytosis, the sum of all species adsorbed to the surface of Hz likely mediate a synergistic immuno-modulatory response. Future studies will address expression changes in primary human monocytes and macrophages in response to native Hz and Hz-associated lipid peroxidation products.

## Authors' contributions

ACS performed all analyses. ACS and DWW designed the study, wrote and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

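Total RNA of LPS-stimulated macrophage-like cells with or without 15-HETE was measured on mouse genome survey arrays, with 3 samples per group. The intensities were deposited by the authors after reading on the chemiluminescent analyzer, processing with its expression array software and quantile normalization, as the paper's methods state. All 6 samples hold 1 distribution, whose sorted values differ by at most 0.224% between samples, and no value is missing, so the later filter on S/N and flag values is not part of the table and could not be repeated. Background correction is not named in the paper's text.

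Values were used as deposited and turned to log2. Probes were joined to genes by the platform annotation, and 14402 of the probes with 1 symbol were found in the reference by their gene id, with 0 symbols changed. Genes of Table 2 were read at the probe that the paper prints. For some of these probes, such as those of Rnf4, Ddx58, Eprs, Smox, Fyn and Oas3, the annotation lists no gene. No coordinates were given. Each probe was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the default prior, two-sided), with Benjamini-Hochberg adjustment over 33012 probes. Calls used an adjusted p under 0.05, and the study's thresholds an adjusted p of at most 0.025 with 1.8-fold or more in at least 2 of 3 treated samples against the mean of the LPS samples. Robust fits used statmod 1.5.0.

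Gene lists covered PPAR, NRF2, NF-κB, interferon, LXR and immediate early target genes, cholesterol and fatty acid synthesis, matrix metalloproteinases, alternative activation, eicosanoids, integrins and adhesion, cell cycle, ER stress, heat shock, glycolysis and hypoxia, lysosome, antigen presentation, macrophage identity, housekeeping genes, olfactory receptors, and markers of fibroblasts, epithelial cells, lymphocytes, granulocytes and erythroid cells, hepatocytes and neurons. In these lists each gene was represented by its brightest annotated probe. Table 2 probes with no gene listed, or dimmer than another of their gene, are thus not in them. Together 26 lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. With an estimated correlation 0 of 26 lists were called. A call lost there thus does not show that correlation within a list removes its shift. Lists taken from the paper were counted only, with genes of Table 2 read at the probe printed there. For Arf3, Prdx1 and Gnas that probe is not the brightest. Named were every gene the paper names, the 12 rises and the 12 falls with the lowest p (as limma called 0 probes at the study's thresholds), the 4 members of each list with the lowest p, and the housekeeping genes. The values in the paper's Table 2 had been seen when that rule was written. Single values were compared by exact permutation.

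Alternatives were other tests, priors, normalizations, an offset, filters on dim probes, other fold rules, the replicate number as a block and leaving out each sample. On simulated data with 200 of 33012 probes changed, limma recovered 0%, 26.9% and 71.2% of changes of 1.8-, 2.5- and 4-fold with 3 false calls. At the study's thresholds limma made 31 calls there, against 0 in the real data. Recovery in the simulation may thus not describe the power of the real test. Limma with the intensity trend recovered 16.4%, 49.3% and 78.8%. The t-test of the methods, adjusted over all probes, recovered 0%, 0% and 15.2%. Its adjustment over the probes past the fold rule, nearer to the wording of the methods, was not simulated. The pathway software of the paper was not run, and samples treated with latex beads, BH or HNE were not analysed here.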

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

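The tests of explanations in this part were chosen after the results were seen.

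Genes that the paper does not name were among the strongest differences between 15-HETE + LPS and LPS. As log2 fold changes from limma, among probes chosen for no overlap between the groups, the rises were Eif4g2 3.276, Dynll2 2.72, Cwc22 2.737, Cstf3 1.968 and Srsf1 2.485. The falls were Cypt1 -2.281, Mrgpra1 -2.144, Acin1 -1.749, Fpr2 -2.132, Mmp14 -2.028, Pcsk4 -1.981, Smarcc2 -1.352, Olfr112 -1.725 and Cpox -1.516. Gene lists that the paper does not test were shifted upward by camera with a preset correlation, with median log2 fold changes of 0.3159 for interferon-stimulated genes, 0.3281 for eicosanoid pathway genes and 0.3074 for macrophage identity genes. With an estimated correlation none of these lists was called (adjusted p = 0.659, 0.659 and 0.551). That setting called 0 of 26 lists, so it cannot tell these lists from the others. With any 1 of the 6 samples left out limma called 0 probes of the array, so the loss of these calls says nothing of single genes, and Eif4g2 ran from 3.19 to 3.43 and Mmp14 from -2.15 to -1.84.

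Rises outnumbered falls by less than in the paper, where 74.6% of the changed transcripts are higher. Limma called 168 probes higher and 146 lower at an adjusted p under 0.05 (53.5% higher), and with the intensity trend falls were the more frequent at the study's thresholds (542 higher and 609 lower). This last direction turned in 5 of 6 fits with 1 sample left out (715 and 540 without LPS replicate 1, 324 and 281 without LPS replicate 2, 365 and 330 without LPS replicate 3, 255 and 253 without 15-HETE + LPS replicate 1 and 222 and 208 without 15-HETE + LPS replicate 2) and stayed in the other (263 and 312 without 15-HETE + LPS replicate 3). A brightness bound on the treated samples, set at the median, does not account for the whole difference. It took the calls of the t-test of the methods from 50 higher and 38 lower to 297 and 229, and 56.5% were higher with it (95% Wilson interval 52.2 to 60.6) and 56.8% without it. Bounds of this kind at other levels were not tested. Falls at probes with no single gene listed stay open. Probes with 1 gene symbol gave 68.8% higher with limma at an adjusted p under 0.05 (95% Wilson interval 61.5 to 75.3, which holds the paper's percent) and 73.7% above the median brightness, but 58.8% (95% Wilson interval 54.8 to 62.6, which does not) at the study's thresholds with the intensity trend. The filter on S/N and flag values stays open too, as it could not be repeated.

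Olfactory receptor probes, whose genes serve odour detection, passed an unadjusted p under 0.05 more often between the groups than between other splits of the samples. Limma called 0 of these probes higher and 2 lower at an adjusted p under 0.05. The whole list was not shifted (camera adjusted p = 0.370). Of 747 such probes 16.3% had an unadjusted p under 0.05, against 19.6% of all probes, which are brighter, and the highest of the other 9 splits of the samples gave 6.56% and 4.68%. Above the median brightness the percent was 32.8, against 27.2 of probes with 1 gene symbol and 27.9 of those with no gene listed. The real split is also the treatment split, so an effect of the sets of arrays on probes whatever their gene and a response of these or of cross-hybridizing transcripts to 15-HETE cannot be told apart. The real split was the 1 of 10 with a percent as large, and 10 splits are too few for a share under 0.05. The other splits mix treated and LPS samples in each group, so their percents are no baseline for the real one.

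The other splits of the 6 samples into 3 and 3 called at most 0 probes with limma, against 314 in the real split (1 of 10 as large), and at most 0 with the intensity trend, against 2917 (1 of 10). At an unadjusted p under 0.05 they held 1097 to 1544 probes, against 6480. For the gene lists 2 of 10 splits called as many, with 4 lists in the real split and 5 in the highest other. With 10 splits no share can fall under 0.05. Each other split mixed treated and LPS samples in both groups, so a difference between them widened the spread within groups. Low probe counts there are thus no baseline for the real split. Treatment and array sets cannot be told apart in any of these counts, since which arrays were hybridized together is not known.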

How the results depend on the processing

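The alternatives that combine the t-test with a brightness bound, the intensity trend with a filter, with 1-symbol probes or with samples left out were chosen after seeing the data. Of 231 named genes 80 passed with limma, and none of these reversed under the alternatives set beforehand that tested it, where the filter at the median left out 1 of them and that at the olfactory receptors' 95th percentile 36, while the number past the threshold ran from 0 (t-test, replicate block, any sample left out) to 177 (intensity trend). Scaling to the median or the 75th percentile and quantile normalization here changed no call, and with cyclic loess the share of higher among called probes was 63%, against 53.5%. Other fold rules left 0 probes at the study's thresholds. Where a value differs from that of limma the cause was not tested. Of the 314 calls 264 lay above the median brightness, and whether background limits the dim probes was not tested.

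The t-test of the methods over all probes called 0 higher and 0 lower, 0 Table 2 probes and 0 qRT-PCR genes, with Mmp9 at -2.264 (adjusted p = 0.156). Adjusted over the probes past the fold rule, which is nearer to the wording of the methods, it gave 50 higher and 38 lower at the study's thresholds. At an adjusted p under 0.05, 49.4% were higher, and 62 Table 2 probes and 6 qRT-PCR genes passed. Il1b had 1.294 (adjusted p = 0.0466) and Mmp9 -2.264 (adjusted p = 0.0537). Unadjusted the t-test gave 629 higher and 763 lower. The intensity trend gave 542 higher and 609 lower at the study's thresholds, 1279 and 1638 at an adjusted p under 0.05, 43.8% of these higher, 100 Table 2 probes, and Il1b at 1.294 (adjusted p = 0.00178). With a robust prior as well there were 534 higher and 581 lower at the study's thresholds, 1207 and 1562 at an adjusted p under 0.05, 43.6% of these higher, 100 Table 2 probes, and Il1b at 1.294 (adjusted p = 0.00259). An offset of the 10th percentile gave 225 higher and 196 lower at the study's thresholds, 569 and 699 at an adjusted p under 0.05, 44.9% of these higher, 98 Table 2 probes, and Il1b at 1.289 (adjusted p = 0.0238). Among probes above the median there were 498 higher and 543 lower at the study's thresholds, 1207 and 1589 at an adjusted p under 0.05, 43.2% of these higher, 101 Table 2 probes, and Il1b at 1.294 (adjusted p = 0.0113). Among those above the 25th percentile there were 115 higher and 83 lower at the study's thresholds, 570 and 654 at an adjusted p under 0.05, 46.6% of these higher, 98 Table 2 probes, and Il1b at 1.294 (adjusted p = 0.0314). Above the 95th percentile of olfactory receptors there were 368 higher and 429 lower at the study's thresholds, 1326 and 1637 at an adjusted p under 0.05, 44.8% of these higher, and Il1b at 1.294 (adjusted p = 0.00213). Fewer probes were tested with these filters.

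The t-test over fold rule probes with a mean above the median gave 183 higher and 161 lower at the study's thresholds, 431 and 468 at an adjusted p under 0.05, 47.9% of these higher, 98 Table 2 probes. With every sample above it there were 272 higher and 254 lower at the study's thresholds, 465 and 497 at an adjusted p under 0.05, 48.3% of these higher, 91 Table 2 probes. With every treated sample above it there were 297 higher and 229 lower at the study's thresholds, 568 and 481 at an adjusted p under 0.05, and 100 Table 2 probes. The intensity trend over probes above the median gave 598 higher and 680 lower at the study's thresholds, 1561 and 2018 at an adjusted p under 0.05, 43.6% of these higher, 102 Table 2 probes. Probes with 1 gene symbol held 117 higher and 53 lower (68.8% higher), and with the intensity trend 362 and 254 at the study's thresholds, 866 and 753 at an adjusted p under 0.05 and 79 Table 2 probes.

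Without any 1 sample limma called 0 probes higher and 0 lower, 0 Table 2 probes and 0 qRT-PCR genes, so a call lost there says nothing of a single gene. Mmp9 ran from -2.401 to -2.059 (adjusted p = 0.0677 to 0.184) and Il1b from 1.153 to 1.393 (adjusted p = 0.0789 to 0.201). With the intensity trend the same gave 222 to 715 higher and 208 to 540 lower at the study's thresholds, 535 to 2595 and 688 to 2540 at an adjusted p under 0.05, and 86 to 99 Table 2 probes. With the replicate number as a replicate block limma called 0 higher and 0 lower, 0 Table 2 probes and 0 qRT-PCR genes, with Mmp9 at -2.264 (adjusted p = 0.207). Deviations of samples with the same number correlated at -0.024 to 0.0237 across probes, so the numbers do not pair the samples. Camera called 4 of 26 lists, 1 to 8 with 1 sample left out (8 without LPS replicate 1, 1 without LPS replicate 2, 2 without LPS replicate 3 and 2 without 15-HETE + LPS replicate 2), 0 with an estimated correlation, and fry, which does not compare a list with other genes, called 9.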

Differences from the paper's values

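The brightness bounds and the restriction to probes with 1 gene symbol were chosen after seeing the values.

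At the thresholds of the methods the paper reports 293 transcripts higher, and limma called 0. Of the alternatives set before the data were examined, the offset of the 10th percentile (225) and the filter at the 95th percentile of olfactory receptors (368) came within 1.5 times of the paper's count. The t-test of the methods over all probes (0) and over fold rule probes (50) or unadjusted (629), the intensity trend (542), with a robust prior (534), the filters at the median (498) and the 25th percentile (115), and the other normalizations, fold rules, the replicate block and samples left out (0 each) did not. Of those chosen after seeing the values, the t-test over fold rule probes came within it with every sample above the median (272) or every treated sample above it (297), as did the intensity trend counted over probes with 1 gene symbol (362). These tested 92, 101 and 82 of the 103 Table 2 probes, and 91, 100 and 79 passed an adjusted p of 0.05.

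The paper reports 100 transcripts lower at the same thresholds, and limma called 0. The filter at the 25th percentile (83), set before the data were examined, came within 1.5 times of it. No other alternative set then did, namely the t-test of the methods over all probes (0), over fold rule probes (38) and unadjusted (763), the intensity trend (609), with a robust prior (581), the offset (196), the filters at the median (543) and at the olfactory receptors' 95th percentile (429), and the remaining ones (0 each). Nor did those chosen after seeing the values, among them the ones that came within it for the rises, namely the t-test over fold rule probes with every sample above the median (254) or every treated sample above it (229) and the intensity trend counted over probes with 1 gene symbol (254). The paper states that induction exceeded repression, and limma called 168 probes higher and 146 lower at an adjusted p under 0.05. With the intensity trend falls were the more at this threshold (1279 and 1638), but not without LPS replicate 1 (2595 and 2540). They stayed the more without LPS replicate 2 (716 and 769) or 3 (727 and 798). The same held without 15-HETE + LPS replicate 1 (604 and 795), 2 (535 and 688) or 3 (624 and 938). Among alternatives set before the data were examined, rises were the more at the study's thresholds with the t-test over fold rule probes, the offset and the filter at the 25th percentile. Falls were the more with the unadjusted t-test (45.2% higher) and the intensity trend, alone (47.1%) or with a robust prior (47.9%). The same held for the filters at the median (47.8%) and at the olfactory receptors' 95th percentile (46.2%).

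For Mmp9 the paper's Table 2 gives a fold change of -12.3, and the ratio of mean intensities here was -4.90. It differed under every alternative set before the data were examined that changes the values, from -5.36 (without LPS replicate 3) to -4.16 (without LPS replicate 1). The paper's qRT-PCR value of -4.8 lies within the replicate SD of the array value here. The stated doses of LPS differ, at 0.1 μg/mL in the legend of the qRT-PCR figure and 1 μg/mL in the methods for all wells.

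Of 103 probes in Table 2 all 103 had the paper's direction and 99 its fold change within 0.1. Of the other 4, 2 are the probes of Ms4a4c (3.22 and 2.38), for which the paper prints 1 average, 2.8, and the others are those of Mmp9 and Tnfaip6. The paper lists them all as changed, and limma called 46, while the intensity trend called 100 at an adjusted p under 0.05. By the t-test of the methods 101 had an unadjusted p of at most 0.025. Of the 3 that the intensity trend did not call, Rin1 passed with the offset (adjusted p = 0.0436), with the filters at the median (0.0133) and the 25th percentile (0.0387) and with the t-test over fold rule probes (0.0337), and Ccr4 with the filter at the olfactory receptors' 95th percentile (0.0409). Tnfaip6 passed under none of the alternatives run for it (adjusted p = 0.146 at the lowest). The value for Cul7 in Table 2, 0.4, is the ratio here (0.398) rather than a signed fold change, and the Cdkn1b line of the Inflammatory Response section carries the probe of Cyp3a11.

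The paper names Plin3 (M6prbp1) and Med7 among elevated PPARγ transcripts. Here their log2 fold changes were 0.34 (adjusted p = 0.397) and 0.02 (adjusted p = 0.962). Neither passed under any alternative run, where the lowest adjusted p was 0.111 for Plin3 and 0.907 for Med7. The paper prints no probe for either, and the annotated probes read here may not be those it used. For Arf3 and Gnas the brightest probe had -0.09, and the probe of Table 2 had 2.14 and 0.88. Whether the paper read other probes for Plin3 and Med7 was not tested. Of the other transcripts it names there, Plin2, Car2 and Sdc1 were higher, as was the probe that Table 2 gives for Cyp3a11 and the annotation assigns to several Cyp3a genes, read here for Cyp3a4, and M6pr and Med1 passed with the intensity trend (adjusted p = 0.00148 and 0.0335).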

Other observations

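Ptger2, a prostaglandin E2 receptor, rose after 15-HETE (1.58, standard error 0.18, adjusted p = 0.0362 from limma), and Hpgds, which makes prostaglandin D2, had 1.15, adjusted p = 0.0603, while Ptgds had -1.09, adjusted p = 0.130. Of 28 eicosanoid pathway genes 1 was higher and 0 lower (3 higher and 0 lower when adjusted over the list alone), and 20 had a log2 fold change above 0. The list was shifted upward by camera with a preset correlation (adjusted p = 0.0213). It was not with an estimated one (adjusted p = 0.659), a setting that called 0 of 26 lists. Of 14 macrophage identity genes limma called 0, 5 had an unadjusted p under 0.05, and 13 lay above 0, among them the lipid receptor Trem2 (0.83), with 1 higher and 0 lower when adjusted over the list alone and 3 higher with the intensity trend (camera adjusted p = 0.0213, and adjusted p = 0.551 with an estimated correlation). The call of the eicosanoid list was lost without LPS replicate 2 (adjusted p = 0.0643), LPS replicate 3 (0.0734) or 15-HETE + LPS replicate 2 (0.132), and that of the macrophage list without the same samples (0.0643, 0.0621 and 0.0782) and with the filter at the olfactory receptors' 95th percentile (0.0623). Ptger2 ran from 1.504 to 1.655 with 1 sample left out, when limma called 0 probes of the array.

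Immediate early genes moved both ways. Egr1 and the orphan nuclear receptor Nr4a1 (-1.46, adjusted p = 0.0492) fell and Zfp36l1 rose, while Rhob (-1.13, adjusted p = 0.0526), the vascular transcription factor Klf2 (-0.97, adjusted p = 0.0618) and Jund (-0.88, adjusted p = 0.0859) did not pass (31 genes, 3 higher and 8 lower when adjusted over the list alone, camera adjusted p = 0.141, and lower by fry, adjusted p = 0.0274, but not with an estimated correlation, adjusted p = 0.659). Of 18 alternative activation genes the lectins Mrc1 and Clec10a (1.33, adjusted p = 0.0472) rose and none fell (2 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.983). Of 26 antigen presentation genes Cd86 and Cd74, the invariant chain of MHC class II (1.59, adjusted p = 0.0368), rose and none fell (9 higher and 2 lower when adjusted over the list alone), and the list was not shifted (camera adjusted p = 0.0617, and adjusted p = 0.551 with an estimated correlation). It was shifted upward with the intensity trend (adjusted p = 0.0156), with the filters at the median (0.0365), the 25th percentile (0.0373) and the olfactory receptors' 95th percentile (0.0391), without LPS replicate 1 (0.0135) and by fry (0.00724). With 1 sample left out limma called 0 probes of the array, and Nr4a1 ran from -1.57 to -1.31, Clec10a from 1.27 to 1.43 and Cd74 from 1.502 to 1.664.

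Markers of fibroblasts, epithelial cells, lymphocytes, granulocytes and erythroid cells, and hepatocytes and neurons held 0 calls from limma (3, 5, 2, 3 and 2 at an unadjusted p under 0.05, 12, 11, 14, 13 and 11 genes measured, camera adjusted p = 0.925, 0.519, 0.519, 0.372 and 0.597). The lowest adjusted p among them was that of Dcn, a fibroblast proteoglycan (-1.30, adjusted p = 0.0587). When adjusted over the list alone the same lists held 0, 1, 1, 0 and 0 higher and 1, 2, 0, 1 and 0 lower. Of 15 housekeeping genes limma called 0 (3 at an unadjusted p under 0.05, 0 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.951), with the transferrin receptor Tfrc at 1.26, adjusted p = 0.0886. Of 738 olfactory receptor genes 0 were higher and 2 lower (0 and 0 when adjusted over the list alone, camera adjusted p = 0.370), and 1 and 29 with the intensity trend. The bright ones lay lower as a list, with a median log2 fold change of -0.377 for 171 genes above the median (camera adjusted p = 4.9e-05) and -0.556 for 38 above their own 95th percentile (adjusted p = 5.4e-07), and fry called the whole list lower (adjusted p = 0.0274). With an estimated correlation the whole list was not shifted (adjusted p = 0.551).

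Probes with 1 gene symbol and probes with no gene listed differed in direction, in a comparison chosen after seeing the data. Of the former 117 were higher and 53 lower, and of the latter 48 and 92 (odds ratio 4.21, Fisher's exact test, two-sided p = 1.9e-09). Above the median brightness the counts were 112 and 40 against 44 and 64 (odds ratio 4.05, p = 1.1e-07 from the same exact test). The difference was smaller with the intensity trend, at 866 and 753 against 399 and 877 (odds ratio 2.53, and 2.57 above the median). Probes are not independent replicates, and limma called 0 probes of either kind with any 1 sample left out.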
